# Transcriptome-wide analysis of epitranscriptome and translational efficiency associated with heterosis in maize

**DOI:** 10.1093/jxb/erab074

**Published:** 2021-02-19

**Authors:** Jin-Hong Luo, Min Wang, Gui-Fang Jia, Yan He

**Keywords:** Heterosis, maize, mRNA, post-transcriptional regulation, RNA m^6^A, translational efficiency

## Abstract

Heterosis has been extensively utilized to increase productivity in crops, yet the underlying molecular mechanisms remain largely elusive. Here, we generated transcriptome-wide profiles of mRNA abundance, m^6^A methylation, and translational efficiency from the maize F_1_ hybrid B73×Mo17 and its two parental lines to ascertain the contribution of each regulatory layer to heterosis at the seedling stage. We documented that although the global abundance and distribution of m^6^A remained unchanged, a greater number of genes had gained an m^6^A modification in the hybrid. Superior variations were observed at the m^6^A modification and translational efficiency levels when compared with mRNA abundance between the hybrid and parents. In the hybrid, the vast majority of genes with m^6^A modification exhibited a non-additive expression pattern, the percentage of which was much higher than that at levels of mRNA abundance and translational efficiency. Non-additive genes involved in different biological processes were hierarchically coordinated by discrete combinations of three regulatory layers. These findings suggest that transcriptional and post-transcriptional regulation of gene expression make distinct contributions to heterosis in hybrid maize. Overall, this integrated multi-omics analysis provides a valuable portfolio for interpreting transcriptional and post-transcriptional regulation of gene expression in hybrid maize, and paves the way for exploring molecular mechanisms underlying hybrid vigor.

## Introduction

Hybrid vigor, or heterosis, refers to the superior performance of F_1_ hybrids over their parents. In plants, heterotic traits are mainly related to growth rate, biomass, stress tolerance, and seed yield. All these traits are crucial for increasing crop yield. The widespread application of heterosis is one of the landmark innovations of modern agriculture, and breeding hybrids has proved to be one of the most efficient ways to increase grain yield of various crops (Hochholdinger and Baldauf, 2018). Although heterosis has been successfully exploited in crop production, the molecular mechanisms underlying it remain largely elusive. Dominance, overdominance, and epistasis have been proposed as classical genetic explanations for heterosis, but these hypotheses have not been connected to molecular principles and do not provide a molecular basis for heterosis (Birchler *et al.*, 2003, 2010).

The putative molecular mechanisms of heterosis are connected with genomic and epigenetic modifications in hybrids. These modifications, in turn, yield advantages in growth, stress resistance, and adaptability of F_1_ hybrids over their parents due to interactions between alleles of the parental genomes that alter regulatory networks of related genes (Alonso-Peral *et al.*, 2017; Shen *et al.*, 2017). Genetic variation is widely studied to understand the molecular basis of heterosis (Huang *et al.*, 2015; Morris *et al.*, 2016; Jiang *et al.*, 2017; Liu *et al.*, 2020). It is assumed that a combination of different genetic principles might run together to explain hybrid vigor (Swanson-Wagner *et al.*, 2006; Lippman and Zamir, 2007). To better decipher the processes underlying the manifestation of heterosis for various phenotypic traits, multifaceted molecular data have been collected at different regulatory levels including the genome (Huang *et al.*, 2015; Lin *et al.*, 2020; Liu *et al.*, 2020), epigenome (Groszmann *et al.*, 2011; Shen *et al.*, 2012; He *et al.*, 2013; Kawanabe *et al.*, 2016; Shen *et al.*, 2017; Zhu *et al.*, 2017; Lauss *et al.*, 2018; Sinha *et al.*, 2020), transcriptome (Paschold *et al.*, 2012; Baldauf *et al.*, 2016; Zhu *et al.*, 2016; Alonso-Peral *et al.*, 2017; Shen *et al.*, 2017; Shao *et al.*, 2019; Sinha *et al.*, 2020), proteome (Hoecker *et al.*, 2008), and metabolome (Romisch-Margl *et al.*, 2010). However, to date we still lack, for any species, fundamental knowledge of how post-transcriptional activities are involved in heterosis.

Modification of the nucleotides of mRNA adds extra information that is not encoded in the mRNA or DNA sequence. The emerging field of epitranscriptomics studies where modified nucleotides are present in mRNA, how they are positioned, read and removed (by ‘writers’, ‘readers’, and ‘erasers’, respectively), and how they may regulate RNA metabolism (Meyer and Jaffrey, 2017; Roignant and Soller, 2017; Roundtree *et al.*, 2017a; Yang *et al.*, 2018; Shen *et al.*, 2019; Yue *et al.*, 2019). *N*^6^-methyladenosine (m^6^A) is the most prevalent covalent modification in mRNA and long non-coding RNA (Dominissini *et al.*, 2012; Meyer *et al.*, 2012). Dynamic m^6^A modification has been implicated in a wide range of RNA metabolic processes, including RNA stability (Wang *et al.*, 2014; Shi *et al.*, 2017; Huang *et al.*, 2018), translation (Meyer *et al.*, 2015; Wang *et al.*, 2015; Li *et al.*, 2017; Shi *et al.*, 2017; Slobodin *et al.*, 2017; Meyer, 2018), alternative splicing (Zhao *et al.*, 2014; Haussmann *et al.*, 2016; Lence *et al.*, 2016; Xiao *et al.*, 2016*a*; Bartosovic *et al.*, 2017; Pendleton *et al.*, 2017), secondary structure (Liu *et al.*, 2015; Liu *et al.*, 2017), and nuclear export (Zheng *et al.*, 2013; Roundtree *et al.*, 2017*b*). In plants, many studies have recently shown that m^6^A modification plays important roles in regulating development (Zhong *et al.*, 2008; Bodi *et al.*, 2012; Shen *et al.*, 2016; Ruzicka *et al.*, 2017; Arribas-Hernandez *et al.*, 2018; Scutenaire *et al.*, 2018; Wei *et al.*, 2018; Zhang *et al.*, 2019; Zhou *et al.*, 2019; Luo *et al.*, 2020; Du *et al.*, 2020) and stress tolerance (Martinez-Perez *et al.*, 2017; Anderson *et al.*, 2018; Li *et al.*, 2018; Miao *et al.*, 2020).

Maize is one of the most important crops worldwide. As a cross-pollinating plant, it displays much stronger heterosis than most other crops. In addition, maize has a remarkable degree of structural intraspecific genomic diversity (Springer *et al.*, 2009). These special characteristics have enabled maize to act as a model organism for studying heterosis over the past few decades. In this study, we integrated and compared the profiles of mRNA abundance, m^6^A methylation, and translational efficiency between the maize F_1_ hybrid B73×Mo17 and its two parental lines to study the association of post-transcriptional regulation of gene expression with heterosis. Our results revealed fairly unique heterotic patterns at different regulatory levels, highlighting that transcriptional and post-transcriptional regulation of gene expression make distinct contributions to heterosis in hybrid maize.

## Materials and methods

### Plant material phenotyping

The maize F_1_ hybrid B73×Mo17 and its parental inbred lines B73 and Mo17 were used in this study. All seeds were sterilized by 70% ethanol and 5% sodium hypochlorite solution and rinsed with sterile water. Then seeds were sown in pots with vermiculite and soil (1:1, v/v) in a growth chamber (16 h of light at 28 °C and 8 h dark at 25 °C). Positioning of the F_1_ hybrid and parental plants was randomized every day. After 14 d, aerial tissues were harvested, immediately frozen in liquid nitrogen and stored at −80 °C for subsequent experiments. The other batch of plants (*n*=15) were used to investigate heterotic traits, including plant height and fresh weight. Statistical significance of differences of heterotic traits was determined using Student’s *t*-test.

### Quantification of m^6^A by LC-MS/MS

Two hundred nanograms of mRNA was digested with 1 U Nuclease P1 (Wako) in buffer containing 10% (v/v) 0.1 M CH_3_COONH_4_ (pH 5.3) at 42 °C for 3 h, followed by the addition of 1 U shrimp alkaline phosphatase (NEB) and 10% (v/v) Cutsmart buffer and incubated at 37 °C for 3 h. Then the sample was diluted to 50 μl and filtered through a 0.22 μm polyvinylidene difluoride filter (Millipore). Finally, 10 μl of the solution was used for LC-MS/MS. Nucleosides were separated using reverse-phase ultra-performance liquid chromatography on a C18 column coupled to online mass spectrometry detection using an Agilent 6410 QQQ triple-quadrupole LC mass spectrometer in positive ion mode. The nucleosides were quantified by comparison with the standard curve obtained from pure nucleoside standards run in the same batch as the samples. The ratio of m^6^A/A was calculated based on the calibration curves.

### m^6^A methylated RNA immunoprecipitation

Total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific) and polyadenylated RNA was subsequently isolated with the GenElute mRNA Miniprep Kit (Sigma-Aldrich) according to the manufacturer’s instructions. m^6^A immunoprecipitation was performed using the Magna methylated RNA immunoprecipitation (MeRIP) m^6^A kit (Millipore) following the manufacturer’s protocol. In brief, 27 μg mRNA was fragmented and ethanol precipitated and 0.5 μg RNA was removed as input control. Meanwhile, 30 μl magnetic A/G beads was incubated with 10 μg anti-m^6^A antibody (MABE1006) in 1× immunoprecipitation (IP) buffer for 30 min at room temperature. Then all remaining fragmented mRNA was incubated with the antibody–beads at 4 °C for 2 h with rotation. After being washed three times with 1× IP buffer, bound RNA was eluted from the beads with 100 μl elution buffer twice and then purified with the RNA Clean & Concentrator Kit (Zymo). Both purified sample and input control were used for library construction.

### Polysome profiling

Polysome profiling was performed as previously described (Zhang *et al.*, 2017). Briefly, 2 g tissue was ground and lysed by incubation for 15 min on ice in 5 ml of polysome extraction buffer (PEB; 200 mM Tris–HCl pH 9.0, 200 mM KCl, 35 mM MgCl_2_, 25 mM EGTA, 1% (v/v) Tween 20, 1% (v/v) Triton X-100, 2% (v/v) polyoxyethylene, 5 mM dithiothreitol, 500 μg ml^−1^ heparin, 100 μg ml^−1^ chloramphenicol, and 25 μg ml^−1^ cycloheximide). After centrifuging at 13 200 *g* for 15 min at 4 °C, the supernatant was loaded on top of a 1.7 M sucrose cushion and centrifuged at 246 078 *g* (SW55Ti rotor in a Beckman L-100XP ultracentrifuge) for 3 h at 4 °C. The pellet was washed with RNase-free water and resuspended with 200 μl resuspension buffer (200 mM Tris–HCl pH 9.0, 200 mM KCl, 35 mM MgCl_2_, 25 mM EGTA, 100 μg ml^−1^ chloramphenicol, and 25 μg ml^−1^ cycloheximide). Then the solution was loaded onto a 20–60% sucrose gradient and centrifuged at 204 275 *g* (SW55Ti rotor) for 2 h at 4 °C. The sucrose gradients were monitored and fractionated with a gradient fractionator (Biocomp, Canada). The polysomal RNA fractions were collected and extracted for library construction.

### Library construction and sequencing

Libraries of RNA-seq, m^6^A-seq, and polysome profiling for the F_1_ hybrid were constructed using the NEBNext Ultra II RNA Library Prep Kit (E7770S, NEB) following the manufacturer’s protocol and sequenced on the Illumina HiSeq X Ten platform using 150 bp paired-end sequencing.

### m^6^A-seq data analysis

Sequencing reads were filtered to remove adapter sequences and low-quality reads using Trimmomatic (v0.35) (Bolger *et al.*, 2014) with parameters ILLUMINACLIP:TruSeq3-PE.fa:2:30:10:1:true LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:30. To reduce mapping bias and for convenience in comparing the F_1_ hybrid and parents, filtered reads from B73 and F_1_ hybrid B73×Mo17 were mapped to the maize B73 reference genome (AGPv4.38) (Jiao *et al.*, 2017), and filtered reads from Mo17 were mapped to the maize Mo17 pseudogenome constructed by substituting maize B73 reference genome (AGPv4.38) with single nucleotide polymorphisms from Mo17 (CAU-1.0) (Sun *et al.*, 2018) using Hisat2 (v2.1.0) (Kim *et al.*, 2015) with parameters −5 1 −3 1 −−dta. m^6^A peaks were identified by MACS2 peak calling software (v2.1.1) (Zhang *et al.*, 2008) with *q*<0.01 and the overlapped peaks between two biological replicates were designated as high confidence m^6^A peaks and used for subsequent analyses. The m^6^A level was defined as fold change of m^6^A peaks from MACS2 output.

### RNA-seq analysis and translational efficiency calculation

For RNA-seq and polysome profiling, sequencing reads were filtered and mapped as m^6^A-seq. The levels of transcription and translation were estimated by calculating fragments per kilobase of transcript per million fragments (FPKM) by the software StringTie v1.3.3 (Pertea *et al.*, 2015) with default parameters. Only the genes with FPKM ≥1 were considered as expressed genes. 

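In the input RNA-seq (mRNA) libraries of the hybrid, the mean FPKM of the 2 replicates was at least 1 for 19871 of the 45578 listed entries. In both replicates it reached 1 for 19146, and a mean FPKM of at least 1 in the polysome libraries as well left 17390. A mean FPKM of at least 0.5 gave 22560 entries. Of all entries, 1635 carry ENSRNA identifiers, which stand for annotated non-coding RNA, and these accounted for 59.2 ± 0.466% (SD, n = 2) of the summed FPKM of the mRNA libraries and 25.2 ± 0.911% (SD, n = 2) of that of the polysome libraries.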

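In the hybrid, the median ratio of mean polysome FPKM to mean mRNA FPKM was 0.845 over the expressed genes, with quartiles of 0.506 and 1.56. It was 0.817 in replicate 1 and 0.885 in replicate 2, and the log2 ratios of the replicates had a correlation of 0.877 across genes. The mean polysome FPKM was under 1 in 2481 of these genes (12.5%). Polysome and mRNA FPKM were compared by limma on log2(FPKM + 0.1) over the 19518 genes with a mean FPKM of at least 1 across the 4 libraries. The difference passed a fold change of 1.5 and an adjusted *P* of 0.01 (Benjamini–Hochberg) in 8464 genes, with 4124 higher and 4340 lower in polysome RNA. With each library centred on its median, the split was 5239 higher and 3350 lower, since the median of the polysome libraries was −0.23 relative to that of the mRNA libraries on the log2 scale. In an alternative chosen after seeing the data, ENSRNA entries were left out and the remaining FPKM of each library were rescaled to an equal sum. The split was then 1820 higher and 8471 lower, which joins the removal with the change of scale. Among those with a mean FPKM of at least 10, the largest increase was in *Zm00001d001192*, on chromosome 7 from 102996443 to 102997073, with an mRNA FPKM of 0.0952 ± 0.0144 (SD, n = 2) and a polysome FPKM of 120 ± 12.5 (SD, n = 2). Its log2 fold change was 9.26 (standard error 0.17, adjusted *P*=3.0e-05 from limma with Benjamini–Hochberg adjustment). The mRNA FPKM of this gene was near the 0.1 added before taking logs, so its fold change depends on that value. *Zm00001d017489*, on chromosome 5 from 197377558 to 197378986, was listed at 0 in both mRNA libraries and at 27.3 and 22.8 FPKM in the polysome libraries. The largest decrease among them was in *Zm00001d046001*, on chromosome 9 from 53138576 to 53140508, listed at 114 and 102 FPKM in the mRNA libraries and at 0 in both polysome libraries. The short non-coding entry ENSRNA049463813, whose reads could be shared with similar copies, on chromosome 5 from 3433111 to 3433271, fell from 280 ± 39.2 FPKM (SD, n = 2) to 0.402 ± 0.254 FPKM (SD, n = 2), and its log2 fold change of −9.21 (standard error 0.35) had an adjusted *P* of 6.3e-05 in the same limma test. The paper describes isolation of polyadenylated RNA for the input and names no such step for polysome RNA. Extreme ratios such as these can therefore come from differences in RNA selection, which cannot be told apart from translation here.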

The translational efficiency was calculated by ‘FPKM (translational level)/FPKM (transcriptional level)’ as reported previously (Lei *et al.*, 2015). Differentially expressed genes were identified by the DESeq2 package (Love *et al.*, 2014) with fold-change ≥1.5, *P*<0.01 between parents and between the hybrid and parents, and non-additive genes in the hybrid were defined with significantly differential expression levels against mid-parent value (MPV) at fold-change ≥1.5 and *P*<0.01. Similarly, differentially translated genes were identified by the Xtail package (v1.1.5) (Xiao *et al.*, 2016*b*) with fold-change ≥1.5, *P*<0.01 between parents and between hybrid and parents, and non-additively translated genes in the hybrid were defined with significantly different translational efficiency against MPV at fold-change ≥1.5 and *P*<0.01.

### Gene ontology analysis

GO analysis were performed using FuncAssociate 3.0 (http://llama.mshri.on.ca/funcassociate/) (Berriz *et al.*, 2009) and GO terms with adjusted *P*<0.001 were defined as significant.

### Definition of *cis* and *trans* regulatory divergence

Unique reads of the F_1_ hybrid were obtained by selecting the alignment records with the ‘NH:i:1’ tag. Single nucleotide polymorphisms between the B73 and Mo17 genomes were identified with Mummer v3.0 (Kurtz *et al.*, 2004) as described previously (Sun *et al.*, 2018). SNPsplit v0.3.4 (Krueger and Andrews, 2016) was used with default parameters to determine the parental origins, and all SNP-containing reads were used for allele-specific expression analyses. *Cis* and *trans* effects were explored as previously described (Bao *et al.*, 2019). Parental gene expression and F_1_ allelic expression were combined to characterize *cis* and *trans* effects. Parental gene expression divergence was defined as *A*, and F_1_ allelic expression divergence as *B*. The genes exhibited F_1_ allelic divergence equivalent to parental gene expression divergence were considered to be caused by only *cis* effects ((i) *A*≠0, *B*≠0, *A*=*B*). If parents showed significant divergence but not F_1_ allelic expression, genes were considered to be caused by only *trans* effects ((ii) *A*≠0, *B*=0, *A*≠*B*). Genes exhibiting F_1_ allelic divergence that significantly diverged from parental gene expression divergence ((iii) *A*≠0, *B*≠0, *A*≠*B*) were considered to be enhancing or compensating, which was dependent on whether the *cis* and *trans* effects were in the same or opposite directions, respectively. When F_1_ allelic expression showed significant divergence but not between parents, genes were considered as fully compensatory ((iv) *A*=0, *B*≠0, *A*≠*B*). Genes belonging to category (iii) and (iv) were combined and defined as both *cis* and *trans* effect. Neither parental gene expression divergence nor F_1_ allelic expression divergence was detected, which was defined as conserved genes ((v) *A*=0, *B*=0, *A*=*B*).

### RT-qPCR

RT-qPCR was performed as described in Duan *et al.* (2017) and Zhang *et al.* (2017). Briefly, RNA from m^6^A-IP, input, and polysome profiling was used for reverse transcription with the PrimeScript^TM^ RT reagent Kit with gDNA Eraser (TaKaRa). RT-qPCR was performed with TB Green Premix Ex Taq (TaKaRa) using a Bio-Rad CFX96 real-time PCR detection system. *Zm00001d034600* and *Zm00001d042939* were used as internal control genes due to their invariant expression among hybrid and two parental lines B73 and Mo17 for all the three levels of mRNA abundance, m^6^A methylation, and translational efficiency according to the sequencing data. 

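In the hybrid, *Zm00001d034600* lies on chromosome 1 from 297593232 to 297596522 and had an mRNA FPKM of 4.09 and 4.02 and a polysome FPKM of 2.37 and 2.46 in the replicates. Its translational efficiency was 0.578 and 0.613, and its m6A level 8.98 and 8.50. *Zm00001d042939*, on chromosome 3 from 184589461 to 184598254, had an mRNA FPKM of 6.88 and 3.41 and a polysome FPKM of 3.36 and 2.02. Its translational efficiency was 0.488 and 0.591, and its m6A level 4.03 and 6.94. The absolute log2 difference between the mRNA replicates was 0.03 for *Zm00001d034600* and 0.99 for *Zm00001d042939*. The latter was larger than that of 98.1% of the 9032 genes within a factor of 2 of its mean mRNA FPKM.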

All primers used in this study are listed in Supplementary Table S1.

## Results

### Remarkable redistribution of m^6^A epitranscriptome in maize hybrid

To better understand the molecular mechanisms underlying heterosis in maize, we used the maize inbred lines B73 and Mo17, and their F_1_ hybrid B73×Mo17 as research targets. Significant growth vigor in the F_1_ hybrid was observed at the early seedling stage 14 d after sowing (DAS) (Fig. 1A). We compared heterotic phenotypes for biomass, plant height, and fresh weight. The plant height of the F_1_ hybrid was 45.0% and 29.4% greater than the mid-parent value (MPV) and better parent value (BPV), respectively (Fig. 1B). The fresh weight of the F_1_ hybrid was 54.8% and 38.3% larger than the MPV and BPV, respectively (Fig. 1C). These results clearly indicate that the maize F_1_ hybrid B73×Mo17 plants at 14 DAS displayed vigorous heterosis, and therefore aerial tissues at 14 DAS were collected as research material for the subsequent analyses.

**Fig. 1.**
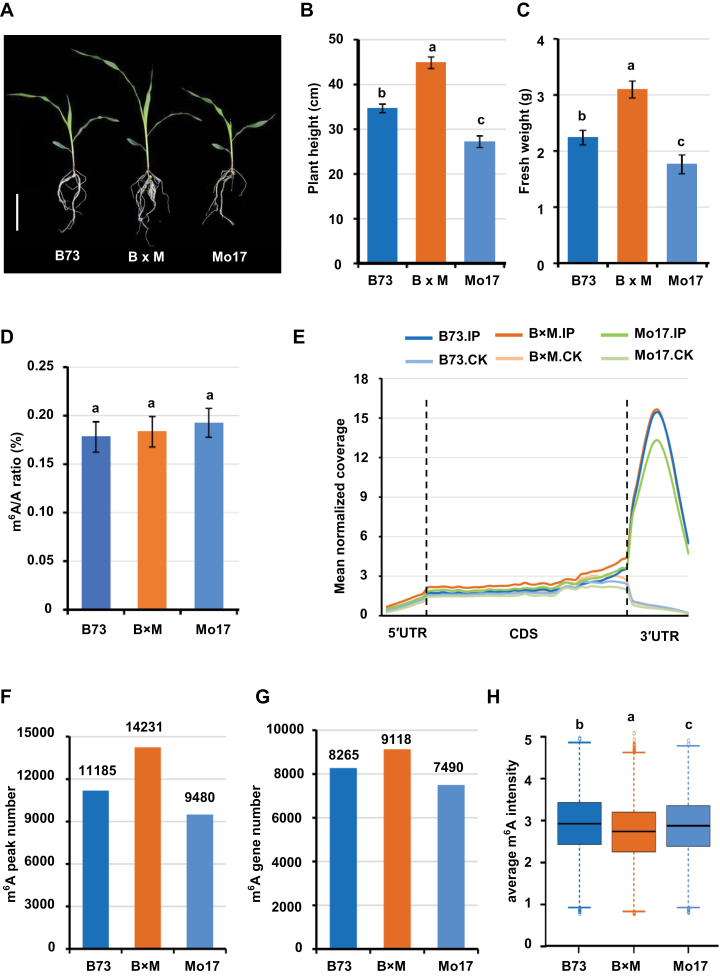
Heterosis of vegetative growth and m^6^A modification in maize F_1_ hybrid seedlings at 14 DAS. (A) Heterotic phenotype of the maize hybrid B73×Mo17 relative to the parental lines B73 and Mo17. Bar: 20 cm. (B–H) Comparison between hybrid and parental lines of plant height (B), fresh weight (C), total m^6^A abundance (D), m^6^A peak configuration (E), total number of m^6^A peaks (F), total number of m^6^A-modified genes (G), and average m^6^A intensity (H). IP, m^6^A peaks; CK, negative peaks. Duncan’s analysis was employed to test statistical significance between hybrid and parental lines. Different letters on the graphs indicate significant differences at *P*<0.05. Error bars indicate the standard deviation with 15 biological replicates in (B, C) and three biological replicates in (D). B×M, the hybrid B73×Mo17; CDS, coding sequence.

To explore whether epitranscriptomic regulation of gene expression is associated with heterosis, we firstly measured the m^6^A/A ratio of purified mRNA by using LC-MS/MS to show the global abundance of m^6^A modification *in planta*. As shown in Fig. 1D, no significant difference was observed for the m^6^A/A ratio between the F_1_ hybrid and the two parental lines, suggesting that the global m^6^A methylation abundance remains relatively stable in the hybrid.

To gain more insight into the regulation of m^6^A methylation in gene expression in the hybrid, we generated transcriptome-wide integrated maps of mRNA abundance, m^6^A methylation, and translational efficiency by conducting input RNA sequencing (RNA-seq), m^6^A RNA immunoprecipitation sequencing (m^6^A-seq) (Dominissini *et al.*, 2012; Meyer *et al.*, 2012), and polysome profiling (Juntawong *et al.*, 2014; Zhang *et al.*, 2017) in the F_1_ hybrid for two independent biological replicates. 

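For the F1 hybrid B73×Mo17, 3 kinds of library were analysed, each with 2 biological replicates of 14-day-old seedlings. Input RNA-seq gave the mRNA abundance, immunoprecipitation with an antibody against m6A (m6A-seq) gave the m6A peaks, and sequencing of RNA from the polysome fraction gave the translational level. The parental libraries were not analysed here. For each input and polysome library the authors deposited the FPKM of genes and non-coding RNA entries on the 10 chromosomes of B73 AGPv4.38, estimated by StringTie. For each m6A-seq replicate they deposited the MACS2 peaks called at *q*<0.01, with a fold enrichment, a −log10 *P*, a −log10 *q*, and a summit per peak. Peaks were called in each replicate separately, and the fold enrichment was taken as the m6A level, which the paper's methods define by the fold change that MACS2 reports. The files give no read counts, so the depth of the libraries is unknown. The low FPKM values of the short non-coding entries were examined for steps of whole bases, but only 44.8 to 78.0% of them fell on whole steps, so no depth was recovered. Between 28460 and 29535 genes had an FPKM above 0 in a library. FPKM of at least 1 was reached by 19714 and 19991 genes in the 2 mRNA libraries and by 17938 and 18323 genes in the 2 polysome libraries. Translational efficiency was calculated as the mean polysome FPKM divided by the mean mRNA FPKM of a gene, and log2 values were taken after adding 0.1. High-confidence m6A peaks were the replicate 1 peaks overlapping a replicate 2 peak by at least 1 bp, and a gene was taken as m6A modified when such a peak overlapped its body. The m6A level of a gene was the mean over the replicates of its highest high-confidence peak. Since FPKM is relative to all fragments of a library, a difference in composition between input and polysome RNA moves every translational efficiency by the same factor. A fold enrichment depends likewise on the input coverage under the peak.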

Critically, all plant material used to produce these datasets from hybrid and parental lines was grown at the exact same time and under the same conditions. It should be noted that the same datasets including RNA-seq, m^6^A-seq, and polysome profiling from the two parental lines, B73 and Mo17, have been published in our recent study to interpret natural variation in m^6^A modification (Luo *et al.*, 2020). Two biological replicates showed a high degree of correlation for RNA-seq, m^6^A-seq, and polysome profiling data in the hybrid (see Supplementary Fig. S1) and in the parental lines (Luo *et al.*, 2020). Moreover, for another two independent biological replicates the levels of mRNA abundance, m^6^A methylation, and translational efficiency for eight randomly selected genes were examined by RT-qPCR analysis, and were largely consistent with the sequencing data (Supplementary Figs S2–S4). These results corroborated the reliability of our data and allowed us to conduct further statistical analyses.

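Across the expressed genes, Pearson's correlation between the hybrid replicates was 0.967 on the log2 scale. The median absolute log2 difference was 0.17, and 91.1% of the genes were within 1.5-fold of each other. For polysome profiling the correlation was 0.976 across 18191 genes, with a median absolute log2 difference of 0.21 and 90.1% of the genes within 1.5-fold. For the m6A level the correlation was 0.704 across pairs of overlapping peaks. The median absolute log2 difference of these pairs was 0.36, and 71.4% were within 1.5-fold, so the m6A level varied more between replicates than either FPKM measure. Genes and peaks are not independent replicates, and these correlations describe the libraries. The alternative that moved the m6A correlation most was Spearman's rho, which was 0.664.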

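In the sequencing data of the hybrid, all 8 genes had FPKM above 1 and a high-confidence m6A peak. Their mean mRNA FPKM ranged from 3.18 to 35.8, and their translational efficiency from 0.395 to 3.69. *Zm00001d011093*, on chromosome 8 from 138778868 to 138779863, was the most abundant, with an mRNA FPKM of 35.8 ± 3.16 (SD, n = 2) and a polysome FPKM of 132 ± 11.8 (SD, n = 2). Its m6A level of 2.71 ± 0.181 (SD, n = 2) was the lowest of the 8. The highest m6A level was that of *Zm00001d039530*, on chromosome 3 from 7377640 to 7381732, at 13.8 ± 4.07 (SD, n = 2). The lowest translational efficiency, 0.395, was that of *Zm00001d047104*, on chromosome 9 from 118712626 to 118716122, with 0.371 in replicate 1 and 0.412 in replicate 2. *Zm00001d011286*, on chromosome 8 from 145832874 to 145835384, had a translational efficiency of 3.40, with 3.32 and 3.48 in the replicates. The difference between polysome and mRNA FPKM passed an adjusted *P* of 0.01 and a fold change of 1.5 (limma with Benjamini–Hochberg adjustment) in 4 of the 8 genes. On the scale of the deposited FPKM it was positive for *Zm00001d011093* and *Zm00001d011286*, and negative for *Zm00001d039530* and *Zm00001d047104*. The log2 fold change of *Zm00001d039530*, −0.76, was the nearest to the fold threshold among these. The median of the polysome libraries was −0.23 relative to that of the mRNA libraries on the log2 scale, so the call of *Zm00001d039530* depends on the scaling. The replicates of *Zm00001d028558* were the least alike, with a translational efficiency of 0.365 and 0.972.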

Similar to B73 and Mo17, m^6^A peaks in the hybrid were primarily enriched in the 3′-untranslated region (UTR; ~69.9%) and in the vicinity of the stop codon (~21.1%; defined as a 200-nt window centered on the stop codon), but were less present in coding sequences (CDS; ~3.2%), near start codons (~0.2%; defined as a 200-nt window centered on the start codon), in the 5′UTR (~0.6%), and in the spliced intronic regions (~5.1%; Fig. 1E; Supplementary Fig. S5), indicating that the overall configuration of m^6^A is unchanged in the hybrid. 

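The location of the peaks relative to UTRs and codons was not analysed here, because no annotation of these features in AGPv4.38 was used. In its place, the position of each summit along the gene body was measured from the gene coordinates and strand. Of the high-confidence peaks, 13837 had a summit inside exactly 1 gene. The last 10% of the gene length held 69.5% of these summits, and the first 10% held 0.932%. The median distance from the summit to the annotated 3′ end was 220 bp, and 71.3% of the summits lay within 500 bp of it. With an overlap of at least 50% of both peaks required between replicates, the share in the last 10% of the gene was 75.5%. It was 68.9% over all peaks of replicate 1 and 52.0% over all peaks of replicate 2. Gene bodies include introns, so these shares are not shares of the mature transcript. From the locations in Fig. 1E, the paper concludes that the overall configuration of m6A is unchanged in the hybrid.

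**Figure D1:**
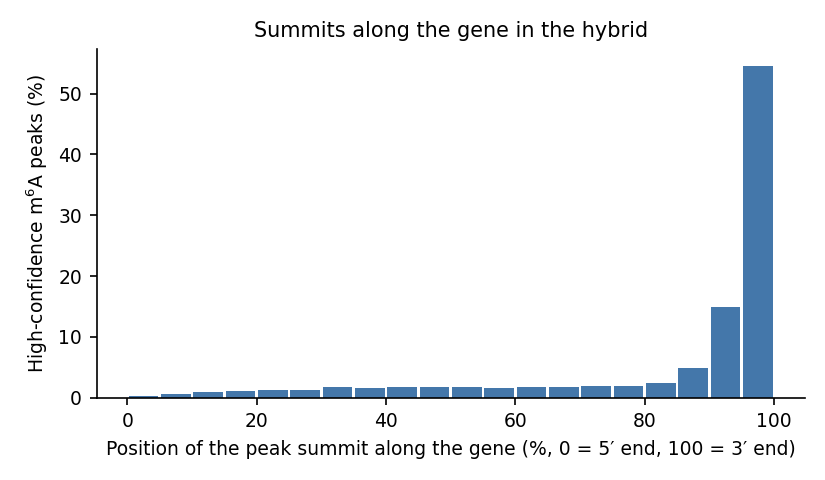
Percentage of high-confidence m6A peak summits (y axis) by position along the gene in steps of 5% (x axis, from the 5′ to the 3′ end) in the hybrid. The last step alone holds 54.5% of the 13837 summits.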

Interestingly, a much greater number of m^6^A peaks (*n*=14 231) were identified in the hybrid in comparison with the parental line B73 (*n*=11 185) and Mo17 (*n*=9480) (Fig. 1F), although the number of genes containing multiple m^6^A peaks was comparable between the hybrid and parental lines (Supplementary Fig. S6). Accordingly, the number of genes containing m^6^A peaks (*n*=9118; Supplementary Table S2) was greater in the hybrid than in the parental B73 (*n*=8265) and Mo17 (*n*=7490) lines (Fig. 1G). 

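In the hybrid, 17371 m6A peaks were called in replicate 1 and 30378 in replicate 2. Of the replicate 1 peaks, 17022 overlapped a replicate 2 peak by at least 1 bp, which is 98.0% of that replicate's peaks. Conversely, 17128 replicate 2 peaks overlapped a replicate 1 peak, or 56.4%. When the overlap had to cover at least 50% of both peaks, 14231 peaks were shared. The requirement of *q* of at most 1e-05 in both replicates left 14053 peaks, the lowest number among the alternatives. The median peak width was 139 bp in replicate 1 and 123 bp in replicate 2. High-confidence peaks numbered 2 or more in 1504 genes, or 13.3% of the m6A-modified genes.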

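High-confidence peaks overlapped the bodies of 11330 genes, of which 10167 had a mean mRNA FPKM of at least 1. Peaks overlapping no annotated gene made up 16.4% (2785 peaks), and 345 peaks overlapped 2 or more genes, which were then all counted. Under the other definitions of shared peaks the number of m6A-modified genes lay between 10324 (*q* of at most 1e-05 in both replicates) and 11362 (replicate 2 peaks counted). All peaks of replicate 1 alone overlapped 11459 genes and those of replicate 2 alone 13586. With an overlap of at least 50%, the summit inside the gene, and expressed genes only, a setting chosen after seeing the data, the number was 9427.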

Interestingly, the average intensity of m^6^A peaks was less in the hybrid (Fig. 1H). These results suggest that m^6^A modification exhibits both common and unique features in the F_1_ hybrid in comparison with its parents.

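The median log2 fold enrichment of the high-confidence peaks in the hybrid was 2.69, with quartiles of 2.25 and 3.14, from the values MACS2 gave to the replicate 1 peaks. Over all peaks of a replicate it was 2.68 in replicate 1 and 2.67 in replicate 2. The choice of replicate moved the median of shared peaks more than this, since it was 2.89 when the replicate 2 peaks were counted. Among genes with a mean mRNA FPKM of at least 10, the highest m6A level was that of *Zm00001d008559*, on chromosome 8 from 12962024 to 12970253, at 27.6 ± 1.03 (SD, n = 2). The summit of its highest peak, at 12969963, was 290 bp from the 3′ end of the gene. It was followed by *Zm00001d001880*, on chromosome 2 from 2260663 to 2262908, at 22.2 ± 5.52 (SD, n = 2), with a summit at 2262758.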

### Distinct regulatory patterns at the levels of mRNA abundance, m^6^A modification, and translational efficiency between hybrid and parents

To ascertain conservation and divergence of mRNA abundance, m^6^A modification, and translational efficiency in the hybrid relative to the parental lines, six pairwise comparisons were performed per regulatory layer. Intriguingly, fairly distinct patterns in the pairwise comparisons between hybrid and parents and between parents were observed among the three regulatory layers. At the mRNA abundance level, the number of differentially expressed genes in parent–hybrid comparisons was substantially less than in parent–parent comparisons, with 4805 genes between parents in comparison with 2109 and 2916 genes in the hybrid relative to B73 and Mo17, respectively (Fig. 2A). At the m^6^A level, the number of genes with differential degrees of modification in parent–hybrid comparisons was approximately equal to that in parent–parent comparisons, with 4534 genes between parents in comparison with 5355 and 4933 genes in the hybrid relative to B73 and Mo17, respectively (Fig. 2B). At the translational efficiency level, the number of genes with differential translational efficiency in parent–hybrid comparisons was much greater than in parent–parent comparisons, where there were only 273 genes differing between parents in comparison with 1751 and 824 genes in the hybrid relative to B73 and Mo17, respectively (Fig. 2C). Together, these results indicate that transcriptional and post-transcriptional regulation of gene expression show distinct modes between the parents and hybrid.

**Fig. 2.**
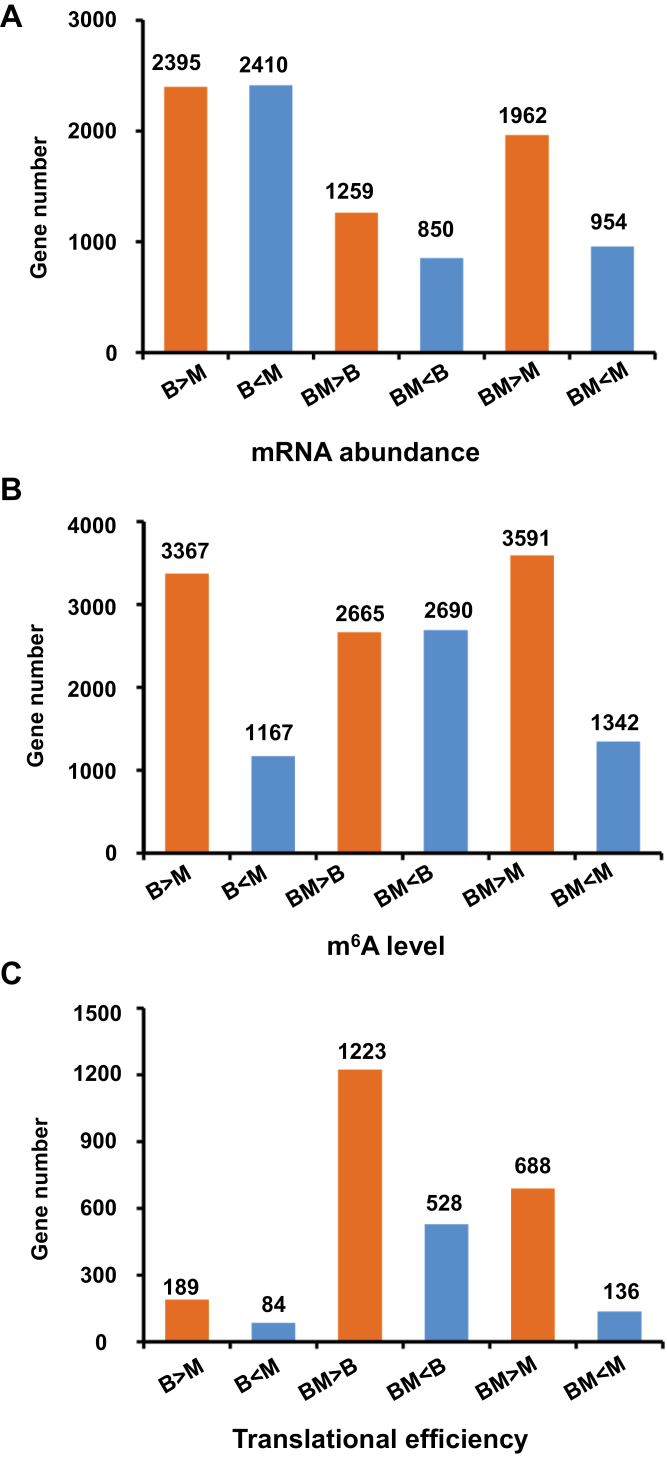
Differential genes among hybrid and parents at the levels of mRNA abundance, m^6^A modification and translational efficiency. (A–C) Differential genes at the mRNA abundance level (A), m^6^A modification (B), and translational efficiency (C) were identified on the basis of six pairwise comparisons among the hybrid and parents. The number of differential genes, which were designated with false discovery rate (FDR) <0.01 and fold change ≥1.5, are shown above each bar. B, B73; M, Mo17; BM, B73×Mo17.

### Distinct heterotic patterns at the levels of mRNA abundance, m^6^A modification, and translational efficiency in hybrid

Non-additive gene action has been regarded as a specific expression pattern in hybrids and could potentially be responsible for generating heterotic phenotypes (Li *et al.*, 2015; Zhao *et al.*, 2019). We designated genes in the F_1_ hybrid with a significant difference from MPV (*P*<0.01; false discovery rate (FDR)<0.01) as non-additive genes at each of the mRNA abundance, m^6^A modification, and translational efficiency levels. Strikingly, we observed that the percentage and number of non-additive genes were extraordinarily different at each of the three regulatory layers in the hybrid. In particular, 44.3% of m^6^A-modified genes (*n*=4826) were non-additive (Fig. 3B; Supplementary Table S3), and this percentage was far more than for non-additive genes at the mRNA abundance (5.7%, *n*=1449; Fig. 3A; Supplementary Table S4) and translational efficiency level (10.2%, *n*=2545; Fig. 3C; Supplementary Table S5). The large percentage of non-additive m^6^A modification implies its likely active involvement in heterosis.

**Fig. 3.**
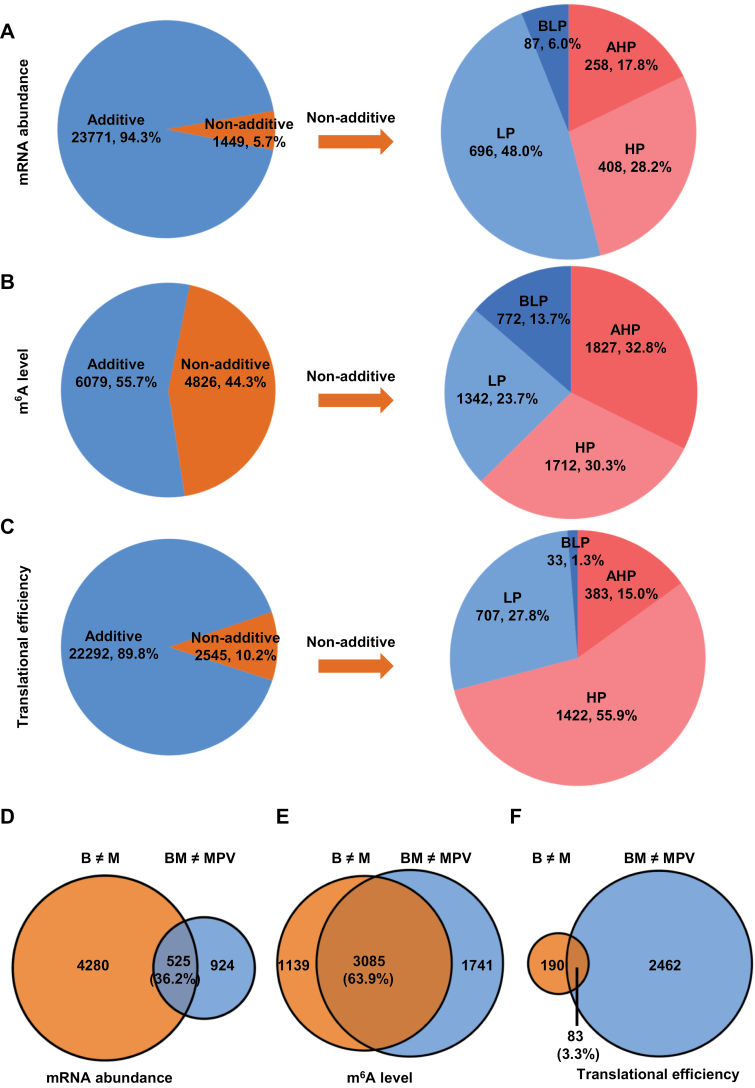
Heterotic patterns at the levels of mRNA abundance, m^6^A modification, and translational efficiency in the hybrid. (A–C) Additive and non-additive variation and subdivided patterns of non-additive variation (AHP, above higher parent; HP, high parent; LP, low parent; BLP, below lower parent) at the levels of mRNA abundance (A), m^6^A modification (B), and translational efficiency (C) in the hybrid. The numbers and percentages of genes exhibiting additive and non-additive variation as well as subdivided patterns of non-additive variation are displayed. (D–F) Contribution to non-additive variation in the hybrid by the divergence of parents at the levels of mRNA abundance (D), m^6^A modification (E), and translational efficiency (F). B≠M, significant difference between parents; BM≠MPV, significant difference between hybrid and MPV. B, B73; BM, B73×Mo17; M, Mo17.

To better visualize non-additive genes in the hybrid, we divided the non-additive genes into four categories, including above higher parent (AHP; the value in the hybrid is above the higher parent), high parent (HP; the value in the hybrid is similar to the higher parent), low parent (LP; the value in the hybrid is similar to the lower parent), and below lower parent (BLP; the value in the hybrid is below the lower parent) (Birchler *et al.*, 2003; Springer and Stupar, 2007). Again, we observed fairly distinct patterns of non-additive genes at each of the three regulatory layers. Different from the mRNA abundance level, at which the number and proportion of up-regulated genes (*n*=666, 46.0%) were moderately lower than those of down-regulated genes (*n*=783, 54.0%), the numbers and proportions of up-regulated genes at both the m^6^A modification (*n*=3539, 63.1%) and translational efficiency level (*n*=1805, 70.9%) were much greater than those of down-regulated genes (*n*=2114, 36.9%, and *n*=740, 29.1% for m^6^A modification and translational efficiency, respectively) (Fig. 3A–C), suggesting that increased m^6^A modification and translational efficiency may be critically involved in heterosis.

To characterize parent-of-origin effects on gene activity, we compared parental and heterotic variances at the levels of mRNA abundance, m^6^A methylation, and translational efficiency. Interestingly, we found that parental variances in m^6^A methylation contributed more to heterotic variances relative to mRNA abundance and translational efficiency. In detail, 63.9% of non-additive m^6^A-modified genes (Fig. 3E, *n*=3085) could be explained from parental variances, whereas only 36.2% (Fig. 3D, *n*=525) and 3.3% (Fig. 3F, *n*=83) could be explained at the mRNA and translational efficiency levels, respectively. Together, these results clearly indicate that transcriptional and post-transcriptional regulation of gene expression participate differently in the formation of heterosis in the maize hybrid.

### Cooperative regulation of mRNA abundance, m^6^A modification, and translational efficiency in hybrid

The key roles of m^6^A in epitranscriptomic regulation of gene expression prompted us to investigate its effects on mRNA abundance and translational efficiency. As shown in Fig. 4A, genes in the groups HP and AHP categorized by m^6^A level showed a decreased level of mRNA abundance compared with genes in the LP and BLP groups, suggesting that m^6^A modification may be actively involved in mRNA decay in the hybrid. 

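Among the genes whose m6A type can be read from Supplementary Table S3, all on chromosome 1, the paper's types are BLP for 48 genes, LP for 19, and AHP for 4. The median log2 mRNA abundance was 3.04 in BLP, with 3.04 and 3.16 in the replicates, and 3.39 in LP, with 3.40 and 3.38. This difference was not significant (two-sided permutation test on the Kruskal–Wallis statistic, 100000 resamples, *P*=0.584). The 4 AHP genes had a median of 1.56, and the 702 genes listed as HM, which was read as additive, one of 2.87. Over these 4 types together the same permutation test gave *P*=0.0616. Across all 10162 m6A-modified genes with an mRNA FPKM of at least 1 and a level in both replicates, the m6A level and mRNA abundance of the hybrid were negatively related (Spearman's rho −0.600, across genes, which are not independent replicates). When these genes were divided by m6A level into 4 groups of equal size, the median mRNA FPKM was 16.8 in the group with the lowest levels and 3.29 in the group with the highest. When the m6A level was taken from replicate 1 and the FPKM from replicate 2, rho was −0.516, the smallest relation among the alternatives. From the lower mRNA abundance of HP and AHP genes in Fig. 4A, the paper proposes that m6A takes part in mRNA decay.

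**Figure D2:**
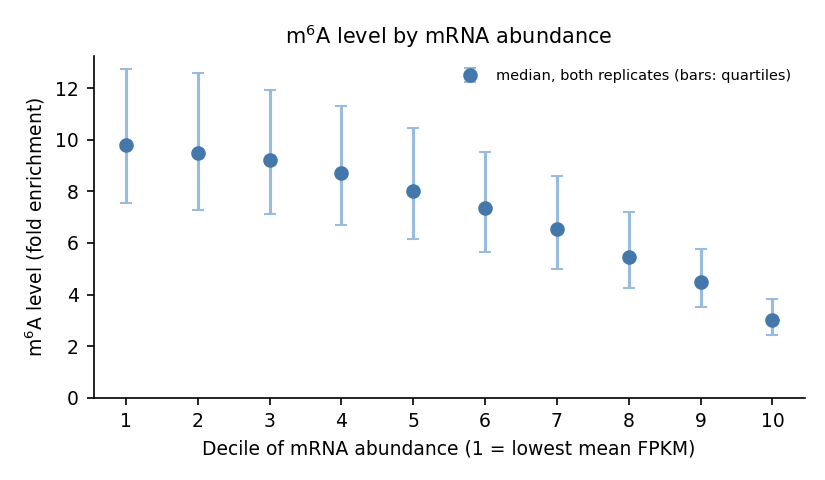
m6A level (fold enrichment, y axis) of m6A-modified genes by decile of mean mRNA FPKM (x axis) in the hybrid. Points are medians of the mean over both replicates and bars span the quartiles across genes. The median falls from 9.78 in the lowest decile to 3.03 in the highest.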

Likewise, genes in the HP and AHP groups categorized by m^6^A level exhibited a tendency for decreased level of translational efficiency compared with genes in the LP and BLP groups (Fig. 4B), suggesting that the high degree of m^6^A modification may also attenuate translational efficiency in the hybrid. Moreover, genes in the HP and AHP groups categorized by mRNA abundance displayed a much lower level of translational efficiency than gene in the LP and BLP groups (Fig. 4C), suggesting that gene transcription and translation activity are negatively correlated in the hybrid. 

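In the hybrid, the median translational efficiency of the BLP genes was 0.702, with 0.602 and 0.805 in the replicates. In the LP genes it was 1.10, with 1.10 and 1.08 in the replicates. The difference was not significant (permutation test on the Kruskal–Wallis statistic, two-sided, *P*=0.148). Only 3 AHP genes had an mRNA FPKM of at least 1. Their median translational efficiency was 0.683, with 0.927 and 0.510 in the replicates. Across the m6A-modified genes, m6A level and translational efficiency were weakly negatively related, with a Spearman's rho of −0.135. From the group with the lowest to the group with the highest m6A levels, the median translational efficiency was 0.992, 0.850, 0.796, and 0.756 in replicate 1, and 1.15, 0.949, 0.908, and 0.853 in replicate 2. In alternatives chosen after seeing the data, the rank correlation was −0.00135 after a linear fit of both measures on the rank of mRNA abundance. It was 0.119, of opposite sign, when gene length was included in the fit as well, which moved the relation most. Against 9704 other expressed genes with a median of 0.804, the expressed m6A-modified genes had a median translational efficiency of 0.886. In 10 bins of equal mRNA abundance the m6A-modified genes were higher by 0.12 on the log2 scale on average and lower in 3 bins. The largest differences, 0.455 and 0.312, were in the bins of highest mRNA abundance. Calculated from each replicate alone, the average difference was 0.06 in replicate 1 and 0.22 in replicate 2. In alternatives chosen after seeing the data, it was 0.0563 when ENSRNA entries were left out and 0.57 when genes were matched on length as well.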

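The HP, AHP, LP, and BLP classes of mRNA abundance were not analysed here. Over all genes expressed in the hybrid, mRNA abundance and translational efficiency had a Spearman's rho of 0.182 across genes. The value was 0.178 from replicate 1 and 0.183 from replicate 2 alone. The median translational efficiency was 0.699 in the decile of lowest mRNA abundance, 0.834 in the sixth, and 1.08 in the ninth. The replicates ran in parallel, from 0.689 in the lowest to 1.26 in the highest decile in replicate 1 and from 0.722 to 1.33 in replicate 2. Within a decile the spread was wide, with quartiles of 0.602 and 2.56 in the highest. Polysome FPKM, the numerator of the efficiency, gave 0.669 in place of mRNA FPKM, the alternative that moved the value most. The lowest value, 0.0410, was that over genes with FPKM of at least 1 in all 4 libraries.

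**Figure D3:**
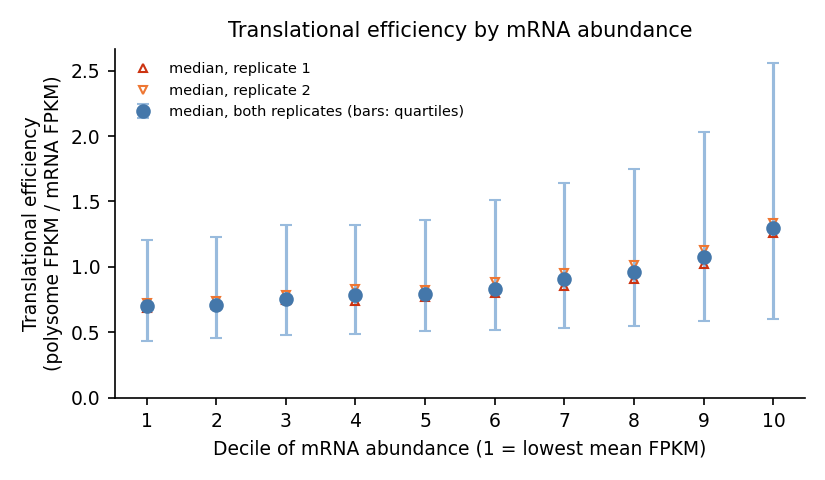
Translational efficiency (polysome FPKM divided by mRNA FPKM, y axis) by decile of mean mRNA FPKM (x axis) in the hybrid. Filled points are medians over genes of the mean of both replicates, bars span the quartiles across genes, and open triangles are the medians of each replicate. The median rises from 0.699 in the lowest to 1.08 in the ninth decile and is higher again in the tenth.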

Together, these results suggest that mRNA abundance, m^6^A modification, and translational efficiency may cooperatively maintain the homeostasis status of non-additive gene expression in the hybrid.

**Fig. 4.**
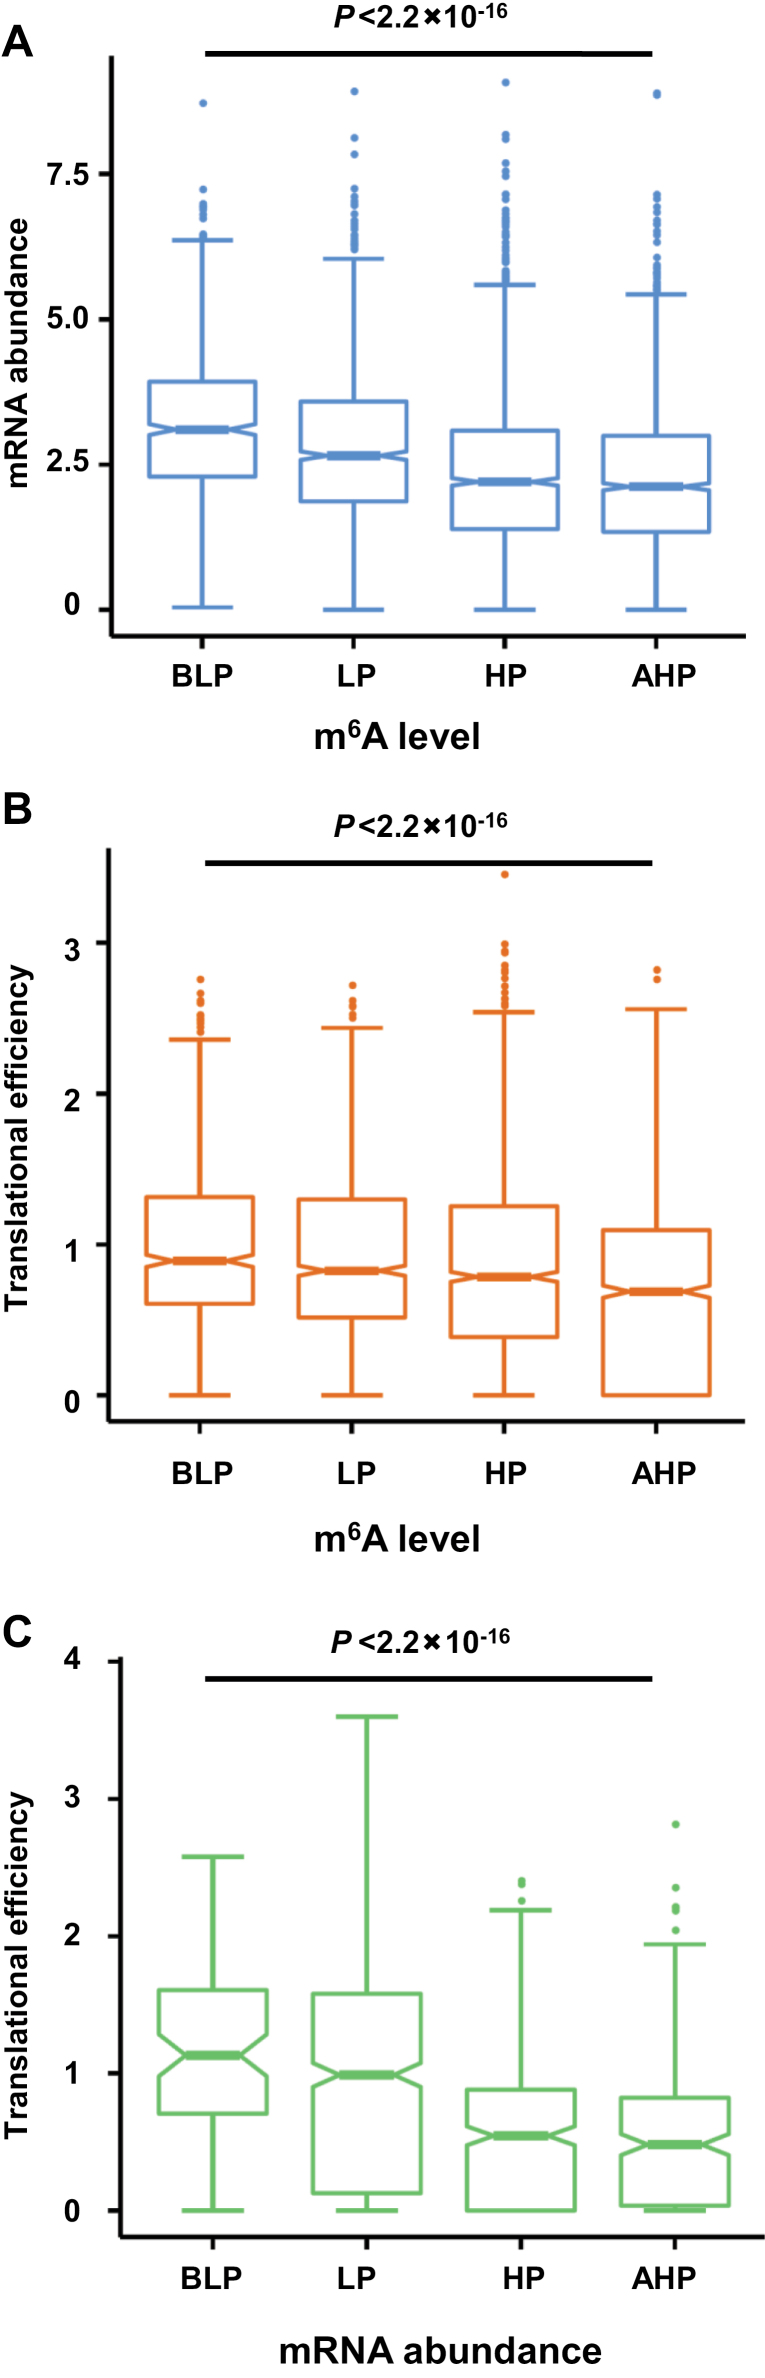
Relationship of gene expression at the levels of mRNA abundance, m^6^A modification, and translational efficiency in the hybrid. (A) Correlation between mRNA abundance and different patterns of non-additively m^6^A-modified genes. (B) Correlation between translational efficiency and different patterns of non-additively m^6^A-modified genes. (C) Correlation between translational efficiency and different patterns of non-additively transcribed genes. The *P*-value was calculated using the Kruskal–Wallis test.

### Distinct enrichment of biological pathways coordinated at the levels of mRNA abundance, m^6^A modification, and translational efficiency in hybrid

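All expressed genes of the hybrid were grouped by *k*-means on the percentiles of mRNA abundance, m6A level, and translational efficiency. With 8 clusters and 50 starts, the centroids took all 8 combinations of high and low (above and below 0.5) in the 3 layers. The clusters held between 2177 and 2622 genes. The m6A level of genes without a level in both replicates was set to 0. In 4 clusters every gene had such a level, and in the other 4 none had one. The cluster high in all layers held 2622 genes with a median mRNA FPKM of 14.7, a median m6A level of 4.95, and a median translational efficiency of 1.97 (1.88 and 2.05 in the replicates). The cluster with high mRNA abundance and efficiency and no m6A level held 2351 genes, with medians of 18.0 FPKM and 1.72. The clusters with high mRNA abundance and low efficiency held 2549 genes with an m6A level (median efficiency 0.585) and 2177 genes without (0.461). The clusters with low mRNA abundance and high efficiency held 2494 genes with an m6A level (median efficiency 1.35) and 2560 without (1.31). Low in mRNA abundance and efficiency were 2497 genes with an m6A level (0.504) and 2621 without (0.460). When the 19146 genes with FPKM of at least 1 in both mRNA replicates were clustered from each replicate separately, the adjusted Rand index of the assignments was 0.683, where 1 would be the same clusters. High-confidence peaks are defined from both replicates together, which fixes the division by m6A and raises the index. Within genes with an m6A level it was 0.607, and within genes without one 0.658.

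**Figure D4:**
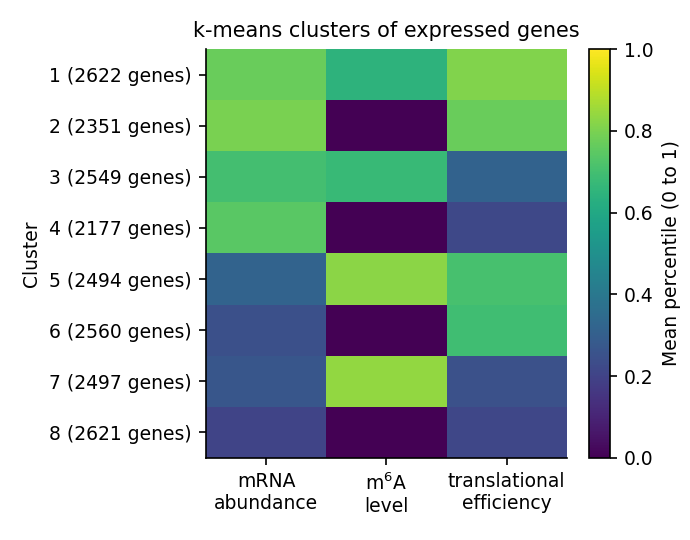
Mean percentile (colour, from 0 to 1) of mRNA abundance, m6A level, and translational efficiency (columns) in the 8 clusters of expressed genes of the hybrid (rows, with gene numbers). The m6A percentile is 0 in the 4 clusters without an m6A level and between 0.647 and 0.839 in the others.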

To investigate enrichment of biological pathways coordinated by the three different regulatory layers, we performed a *k*-means clustering analysis to group all the non-additive genes defined from all three regulatory layers into eight classes based on levels of mRNA abundance, m^6^A modification, and translational efficiency (Fig. 5A–H; see ‘Materials and methods’). We then conducted a Gene Ontology (GO) term enrichment analysis across all the different clusters (see Supplementary Table S6). Interestingly, we observed some common but mostly unique biological pathways enriched in each individual cluster (Fig. 5A–H).

**Fig. 5.**
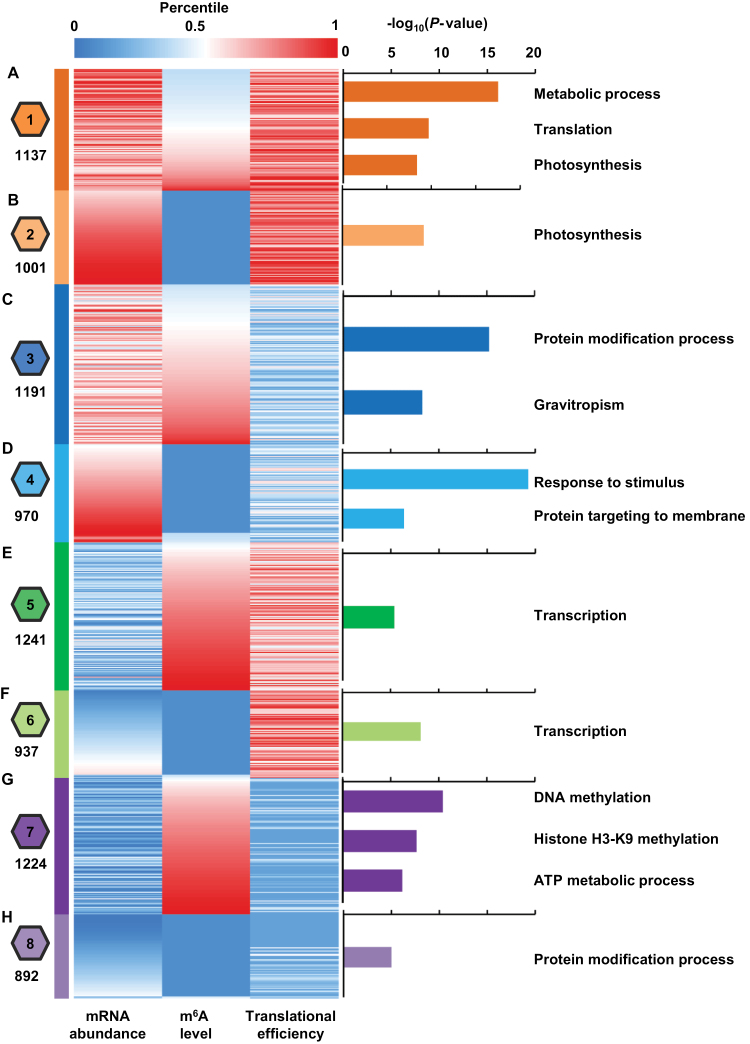
Distinct enrichment of biological pathways coordinated at the levels of mRNA abundance, m^6^A modification, and translational efficiency in the hybrid. (A–H) Non-additive genes characterized by mRNA abundance, m^6^A modification, and translational efficiency were compiled together and subject to *k*-means clustering analysis. Each level of mRNA abundance, m^6^A intensity, and translational efficiency was converted to percentiles using the empirical cumulative distribution function. The color indicates the relative level of mRNA abundance, m^6^A intensity, and translational efficiency. A total of eight clusters were identified and the number of genes in each cluster is shown at the left. Significantly enriched gene ontology (GO) terms were identified by FuncAssociate 3.0 (permutation-based corrected *P*<0.001) and shown at the right. The details of all significantly enriched GO terms are listed in Supplementary Table S6.

In cluster 1, which was signified by a high level of mRNA abundance, median to high level of m^6^A modification, and high level of translational efficiency, the three most significantly enriched groups were metabolic process, translation, and photosynthesis (Fig. 5A). Similar with a high level of mRNA abundance and translational efficiency, but differing by a low level of m^6^A modification, cluster 2 only contained one group, photosynthesis (Fig. 5B). The shared group of photosynthesis between cluster 1 and cluster 2 suggests that high activity of transcription and translation for genes involved in the photosynthesis pathway is not affected by m^6^A modification.

In cluster 3, which was signified by a high level of mRNA abundance and m^6^A modification, but low level of translational efficiency, the two most significantly enriched groups were protein modification process and gravitropism (Fig. 5C). The opposite patterns of transcription and translation suggests that the high transcriptional activity of genes involved in these biological processes may be attenuated by decreased translational activity via a high degree of m^6^A modification. Cluster 4 was signified by a high level of mRNA abundance, but low levels of m^6^A modification and translational efficiency (Fig. 5D). The enriched groups included response to stimulus and protein targeting to membrane (Fig. 5D). Interestingly, the response to stimulus pathway represented the most significant group (*P*<5.4×10^–20^) and contained the maximum number of genes (*n*=278) identified in all the clusters. The opposite patterns of transcription and translation indicates that a high level of mRNA of genes involved in response to stimulus pathway may be substantially attenuated by decreased translational activity, and this attenuation is likely not dependent on m^6^A modification.

Cluster 5 and cluster 6 were signified by a low level of mRNA abundance and high level of translational efficiency, but differed in the level of m^6^A modification (Fig. 5E, F). The same but only pathway enriched in these two clusters was transcription (Fig. 5E, F), suggesting that the reduced transcription of genes involved in the transcription pathway may be compensated by increased translational activity in the hybrid, whereas this increase is not likely dependent on m^6^A modification. Cluster 7 was signified by a high level of m^6^A modification, and contained three groups, DNA methylation, histone H3–K9 methylation, and ATP metabolic pathways (Fig. 5G). Cluster 8 exhibited low levels at all three regulatory layers (Fig. 5H). Together, the specific enrichments identified in all eight clusters suggest that genes involved in various biological pathways may be subject to hierarchical coordination in terms of three regulatory layers.

### Distinct *cis* and *trans* regulatory patterns at the levels of mRNA abundance, m^6^A modification, and translational efficiency in hybrid

Previous studies have reported that parental alleles show biased expression in maize hybrids (Stupar and Springer, 2006; Guo *et al.*, 2008). To understand how parental alleles contribute to differential gene expression in three different regulatory layers, we performed allelic bias analysis in the hybrid using single nucleotide polymorphisms (SNPs) between parental lines B73 and Mo17. Allele-specific sequencing reads discriminated by SNPs were utilized to evaluate allelic bias in the hybrid. To ensure accuracy and reliability, only SNPs identified with a significant allele-specific bias at a *P*-value cutoff below 0.01 in the hybrid were used in further analyses. Using this criterion, 973, 41, and 30 genes were identified with allelic bias for mRNA abundance, m^6^A modification, and translational efficiency, respectively (Table 1). Discrimination of the differential allelic effects based on the direction of allelic bias in the hybrid exhibited no obvious bias toward either B73 or Mo17 (Table 1), indicating that two parental genomes may contribute equally to the mRNA abundance, m^6^A modification, and translational efficiency in the maize hybrid.

**Table 1.** Genes with allelic bias at the levels of mRNA abundance, m^6^A modification, and translational efficiency in the hybrid

	Total	Total B^a^:M^a^>1	B^a^:M^a^<1
mRNA abundance	973	462	511
m^6^A modification	41	19	22
Translational efficiency	30	16	14

Only genes identified with a significant allelic bias at a *P*-value cutoff of 0.01 were included. B^a^, B73 allele; M^a^, Mo17 allele.

Gene expression is regulated through the interactions of *cis* and *trans* regulatory elements. *Cis* regulatory elements are short DNA sequences containing specific binding sites for *trans* factors to control expression of their associated genes (Bao *et al.*, 2019). Based on the statistical tests of parental and F_1_ alleles, genes were assigned to one of four regulatory categories, namely *cis* only, *trans* only, *cis* and *trans*, and conserved genes (Table 2). Although the category of conserved genes represented the majority in all three regulatory layers, the percentage of genes in the other three categories displayed substantial differences (Table 2). In particular, a large number of *trans*-only genes (*n*=988, 25.7%) were observed at the level of m^6^A modification (Table 2), suggesting that the *trans* effect may play a greater role than *cis* or *cis* and *trans* effects in defining differentially m^6^A-modified genes in the F_1_ hybrid.

**Table 2.** Number and percentage of genes with a *cis*- or *trans*-effects only, with both *cis*- and *trans*-effects, or conserved genes at the levels of mRNA abundance, m^6^A modification, and translational efficiency

	mRNA abundance (*n* (%))	m^6^A modification (*n* (%))	Translational efficiency (*n* (%))
*Cis* only	487 (4.1)	16 (0.4)	1 (0.0)
*Trans* only	446 (3.7)	988 (25.7)	153 (1.1)
*Cis* and *trans*	377 (3.2)	13 (0.3)	29 (0.2)
Conserved	10 654 (89.1)	2826 (73.5)	13 382 (98.7)

## Discussion

Many previous studies in maize have provided interesting insights into heterotic patterns at epigenomic fields, including DNA methylation (Shen *et al.*, 2012; Kawanabe *et al.*, 2016; Lauss *et al.*, 2018; Sinha *et al.*, 2020), histone modification (He *et al.*, 2013; Zhu *et al.*, 2017), and sRNA abundance (Groszmann *et al.*, 2011; Greaves *et al.*, 2016; Crisp *et al.*, 2020). However, the recognized regulation by the epigenome of gene expression primarily occurs at the level of transcription. Therefore, we basically know nothing about whether post-transcriptional regulation of gene expression contributes to heterosis. If it does, what is the regulatory manner and how is it different from transcription? Meanwhile, it is well known that gene transcription cannot entirely determine protein abundance due to several post-transcriptional events such as alternative splicing, mRNA modification, translational efficiency, proper protein folding, and post-translational modification (de Sousa Abreu *et al.*, 2009; Vogel and Marcotte, 2012; Wang *et al.*, 2015; Vitrinel *et al.*, 2019). In the present work, we conducted the integrated measurement of mRNA abundance, m^6^A modification, and translational efficiency in a maize F_1_ hybrid and its parental lines, and aimed to reveal the first genome-wide pattern of post-transcriptional regulation of gene expression underlying heterosis. Our results revealed remarkable dissimilarities of regulatory and heterotic patterns among mRNA abundance, m^6^A modification, and translational efficiency. Moreover, we discovered that genes participating in different biological pathways may undergo hierarchical regulation, which was coordinated by discrete combinations of three regulatory layers.

Serving as an epitranscriptomic layer of gene regulation, dynamic m^6^A modification has been demonstrated to play vital roles in a wide range of RNA metabolic processes (Roignant and Soller, 2017; Yang *et al.*, 2018; Shen *et al.*, 2019; Huang *et al.*, 2020). We found that although the global abundance and configuration of m^6^A were comparable between hybrid and parents, the number of genes harboring m^6^A sites was increased in the hybrid (Fig. 1). However, an equivalent global abundance but increased number of m^6^A-modified genes seems controversial. This concern is well reconciled by the fact that the average intensity of m^6^A peaks was reduced in the F_1_ hybrid compared with the two parental lines, suggesting that m^6^A modification may post-transcriptionally fine-tune expression of a greater number of genes in the hybrid (Fig. 1). This provides the first hint of the prospective importance of m^6^A modification in the formation of heterosis. Secondly, the percentage of non-additive m^6^A-modified genes is extraordinarily higher than that of mRNA abundance and translational efficiency (Fig. 3). It has been recognized that non-additive gene activity can be the major force driving the formation of heterosis (Li *et al.*, 2015; Zhao *et al.*, 2019). Therefore, although the exact biological effect of m^6^A sites on each individual gene must vary gene-by-gene, the active involvement of m^6^A modification in heterosis is hypothetically conceivable.

Numerous previous studies have shown that the transcription of a series of stimulus-responsive genes was up-regulated in hybrids (Groszmann *et al.*, 2015; Yang *et al.*, 2015). Consistently, we found that the pathway of response to stimulus was strikingly enriched in the group exhibiting an increased level of mRNA. However, surprisingly, this group of genes also displayed reduced translational efficiency, indicating that although up-regulated for mRNA abundance, the cellular activity of these stress-responsive genes might be substantially attenuated at the translation level (Fig. 5). This raises two intriguing questions of how this antagonistic pattern of up-regulated transcription but down-regulated translation is fulfilled and to what extent it contributes to heterosis. Our previous study has indicated that the excessive extent of m^6^A modification may inhibit the translational status in maize (Luo *et al.*, 2020), and therefore we originally speculated that m^6^A modification may play a role in this process. However, this assumption was principally ruled out because the level of m^6^A modification in this group was fairly low, meaning that the other alternative post-transcriptional process must operate specifically to reduce translational efficiency of these stress-responsive genes. In addition, many previous studies have suggested that the increased transcription of stress-responsive genes may be attributed to enhanced stress tolerant in the hybrid (Groszmann *et al.*, 2015; Yang *et al.*, 2015). If this is true, why does it exhibit the suppression of translational efficiency? We hypothesize one likelihood is that decreased translational efficiency may constrain the production of proteins encoded by these stress-responsive genes, consequently maintaining the homeostasis of gene activity to fulfil the biological balance between plant growth and stress tolerance. This trade-off phenomenon has been well documented in many important early works (Chapin, 1991; Skirycz *et al.*, 2010; Skirycz and Inze, 2010). In this scenario, the increased transcription of stress-responsive genes may be beneficial in the resilience of plants to environmental stress. However, the attenuated translation would likely optimize fitness costs associated with defense to promote plant growth.

Unlike the stress-responsive pathway, genes linked with photosynthesis, metabolic, translation, and nucleosome assembly pathways showed constitutively high levels of mRNA abundance and translational efficiency (Fig. 5). Apparently, these pathways have housekeeping functions, and the superior activity is critically needed for the rapid growth and development of the hybrid plant. In contrast, genes involved in the transcription pathway showed contrasted patterns with a low level of mRNA abundance but a high level of translational efficiency (Fig. 5). Interestingly, genes related to the establishment and maintenance of the epigenome, i.e. DNA methylation and histone modification, displayed a high level of m^6^A modification, but low levels of both mRNA abundance and translational efficiency, implying that there may exist some types of crosstalk between the epigenome and the epitranscriptome, which has been recently suggested in human cells (Huang *et al.*, 2019) and Arabidopsis (Shim *et al.*, 2020) (Fig. 5). Therefore, if and how this crosstalk contributes to the formation of heterosis deserves further investigation.

In sum, we describe the first parallel analysis of mRNA abundance, m^6^A modification, and translational efficiency profiles in a hybrid and its parental lines. We found many unique features of m^6^A modification and translational efficiency in the hybrid when compared with mRNA abundance, and demonstrated that post-transcriptional controls on gene expression may actively contribute to heterosis in maize. We further identified that gene expression of different biological pathways was under hierarchical control, which was coordinated by three regulatory layers, highlighting that transcriptional and post-transcriptional controls on gene action run together to establish the molecular basis of heterosis. Therefore, our study adds a new dimension to the exploration of core mechanisms underlying heterosis.

## Supplementary data

The following supplementary data are available at *JXB* online.

Fig. S1. The repeatability between two biological replicates for RNA-seq data, m^6^A-seq data, and polysome profiling data in the hybrid.

Fig. S2. RT-qPCR validation of eight genes at the mRNA level in F_1_ hybrid B73×Mo17 and its two parental lines, B73 and Mo17.

Fig. S3. RT-qPCR validation of eight genes at the m^6^A level in F_1_ hybrid B73×Mo17 and its two parental lines, B73 and Mo17.

Fig. S4. RT-qPCR validation of selected eight genes at the level of translational efficiency in F_1_ hybrid B73×Mo17 and its two parental lines, B73 and Mo17.

Fig. S5. Pie-chart depicting the percentage of m^6^A peaks within six transcript segments in the hybrid.

Fig. S6. Comparison of gene numbers containing multiple m^6^A peaks between hybrid and parents.

Table S1. The list of primers used in the study.

Table S2. The list of m^6^A-modified genes showing peak summit locations, mRNA abundance, m^6^A level, and translational efficiency in the maize F_1_ hybrid B73×Mo17.

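Supplementary Table S2 combines the 3 layers of the hybrid. The first 1998 rows, with 1870 genes, were compared with the deposited values. The listed mRNA abundance equalled the mean FPKM of the 2 mRNA replicates in all 1998 rows, and its lowest value corresponded to 1.00 FPKM. The listed translational efficiency equalled mean polysome FPKM divided by mean mRNA FPKM in 1872 rows. In the remaining 126 rows it was listed as 0, and in all of these the mean polysome FPKM was under 1, at most 0.996. The ratio calculated for these 118 genes had a median of 0.390. The listed m6A level, in contrast, was not the fold enrichment of the deposited peaks. In 1903 rows the listed summit lay inside a peak of both replicates, and the level equalled the fold enrichment of replicate 1 in 2 rows, that of replicate 2 in 5, and their mean in 1. The median ratio of the listed level to that mean was 0.781. By the paper's own annotation, 69.5% of the 1998 rows are placed in the 3′UTR, 21.1% near the stop codon, 5.16% in introns, and 3.35% in coding sequences.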

Table S3. The heterotic types of non-additive genes at the level of m^6^A modification in the maize F_1_ hybrid B73×Mo17.

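Supplementary Table S3 lists a peak summit and m6A level for both replicates of B73, Mo17, and the hybrid, the outcome of the comparisons among them, and the heterotic type. In the 796 rows that were read, with 777 genes on chromosome 1, every hybrid summit was found among the deposited peaks of the corresponding replicate, with an equal m6A level in all 796 rows for replicate 1 and for replicate 2. By the paper's calls, 721 of these rows have the type HM, 50 BLP, 21 LP, and 4 AHP. The paper's text does not define HM. It was read here as additive, although the title of the table names non-additive genes. In 522 of the HM rows the table lists no difference in any of the 3 comparisons among B73, Mo17, and the hybrid. Over the same rows the median hybrid m6A level from the deposited peaks was 6.57 in replicate 1 and 6.89 in replicate 2.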

Table S4. The heterotic types of non-additive genes at the level of mRNA abundance in the maize F_1_ hybrid B73×Mo17.

Table S5. The heterotic types of non-additive genes at the level of translational efficiency in the maize F_1_ hybrid B73×Mo17.

Table S6. Significantly enriched Gene Ontology (GO) terms for all eight clusters identified in Fig. 5.

erab074_suppl_Supplementary-Figures-S1-S6 Click here for additional data file.

erab074_suppl_Supplementary-Tables-S1-S6 Click here for additional data file.

## Data Availability

All the raw data for F_1_ hybrid B73×Mo17 have been deposited in the Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo) under accession number GSE155947. The raw data for parental lines B73 and Mo17 have been published and under accession number GSE124543.

How the deposited data were processed for this re-analysis (not part of the article)

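The processed data of 6 libraries of the maize F1 hybrid B73×Mo17 were used, from seedlings harvested 14 d after sowing. They comprise 2 biological replicates each of input RNA-seq (mRNA abundance), m6A-seq, and polysome profiling. Conditions and replicate numbers came from the sample labels and the methods of the paper. Libraries of the parental lines were not analysed here.

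The authors trimmed the reads with Trimmomatic, mapped them to the B73 AGPv4.38 genome with Hisat2, and estimated FPKM per gene with StringTie, and the FPKM values were used as deposited. For m6A-seq, the authors called peaks with MACS2 in each replicate separately, at *q*<0.01, with the input library as control. The deposited fold enrichment of a peak is the ratio of immunoprecipitated to input signal at its summit. The paper's methods define the m6A level by the fold change that MACS2 reports. The hybrid levels read in Supplementary Table S3 equalled the deposited fold enrichment, whereas most of those compared in Supplementary Table S2 did not. The −log10 *P* and −log10 *q* of each peak are deposited as MACS2 gave them, and the deposited score is the integer part of 10 times the −log10 *q*. Fold enrichments were used only to describe, rank, and filter peaks and to set the m6A level of genes.

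FPKM are relative to the fragments of a library and hold no counts. Low values of short non-coding entries were searched for steps of whole bases, without a clear result, so the depth is unknown and no counting interval is given. Precision is therefore described by the spread between 2 replicates. The replicate libraries of each kind were checked for identity and held different values in 30845 (mRNA) and 30298 (polysome) of the 45578 entries.

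Genes with a mean mRNA FPKM of at least 1 were taken as expressed. Translational efficiency is mean polysome FPKM over mean mRNA FPKM. Log2 values were taken after adding 0.1, so fold changes are on the log2(FPKM + 0.1) scale and understate changes of genes of low abundance. High-confidence peaks are replicate 1 peaks that overlap a replicate 2 peak by at least 1 bp, since the paper's text does not name a minimum overlap. A gene is m6A modified when such a peak overlaps its body, and its m6A level is the mean over both replicates of its highest peak. The share of peaks in the 3′UTR was replaced by the position of the summit along the gene, since no annotation of UTRs was used, and this replacement was chosen after seeing the data.

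Polysome and mRNA FPKM were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), with Benjamini–Hochberg adjustment, an adjusted *P* of 0.01, and a fold change of 1.5. The paper names Xtail, which needs counts and was not used here. Heterotic types, as listed by the paper in Supplementary Table S3, were compared by two-sided permutation tests on the Kruskal–Wallis statistic with 100000 resamples. Correlations across genes are descriptive, since genes are not independent replicates. Clusters came from *k*-means with 8 clusters and 50 starts. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, and matplotlib 3.10.9 was used. Of 200 genes changed by a log2 fold change of 3 in simulated data, the limma step recovered 192, with 10 calls among 19318 unchanged genes. The simulated data had few changed genes, large changes, and no shift between libraries. They therefore do not measure errors among calls near the fold change of 1.5 or those from the scaling of libraries.

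The genes named in the text are those with primers in Supplementary Table S1, the 2 with the largest increase and the 2 with the largest decrease of polysome over mRNA FPKM among genes past the limma threshold, changed the same way in both replicates, and with a mean FPKM of at least 10, and the 2 with the highest m6A level among genes with a mean mRNA FPKM of at least 10. Gene descriptions were not used, since none of the identifiers matched the table of gene names. Alternatives covered the pseudocount, the filter on low FPKM, the overlap of peaks, a *q* of at most 1e-05, the scaling of libraries, the measure of correlation, the number of clusters, the replicate block, and leaving out each replicate.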

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

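All tests named here were chosen only after the result was seen.

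Replicate 2 of m6A-seq held 13250 peaks that overlap no replicate 1 peak, a signal outside the high-confidence peaks that the paper discusses. Replicate 1 held 349 such peaks. The additional peaks of replicate 2 were weaker than the shared ones, with a median −log10 *q* of 6.26 against 17.7. Their median fold enrichment was 5.78 against 7.40. Peaks called in 1 replicate alone would be weaker under most explanations, so this does not decide whether replicate 2 reached weaker peaks. Of the additional peaks, 9189 (69.4%) had a *q* of at most 1e-05. If they were the same kind of sites at lower strength, shared peaks of equal strength should lie at the gene's 3′ end as often. Among peaks with −log10 *q* between 4.23 and 8.44, the last 10% of the gene held 48.2% of the summits of 2074 shared peaks and 20.0% of those of 7066 peaks of replicate 2 alone. Outside annotated genes lay 32.3% of the peaks of replicate 2 alone and 16.1% of the shared peaks. The difference in location therefore remained at like observed *q*. The match used the *q* of replicate 2 alone, and peaks of replicate 2 alone were also selected for being missed in replicate 1. They can thus be weaker than their *q* shows, so the match cannot exclude lower strength. The median mRNA FPKM was 2.08 for all peaks of replicate 2 alone and 5.17 for shared peaks, which was not matched. The part of strength in the number of additional peaks was not decided. For shared peaks the median ratio of the fold enrichment in replicate 2 to that in replicate 1 was 1.12. Among 1798 pairs with a fold enrichment within 5% of each other, the median ratio of the −log10 *P* was 1.13. Both ratios are above 1, but the depth of the libraries is unknown, and the parts of depth and enrichment in the additional peaks were not separated. Both replicates are of the same hybrid, so no biological explanation was tested.

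Entries with ENSRNA identifiers held 59.2% of the summed FPKM of the mRNA libraries and 25.2% of that of the polysome libraries, a signal in non-coding entries that the paper does not discuss. Short entries weigh more in FPKM than in fragments. Fragments were estimated as FPKM times the length of an entry on the chromosome, introns included. The estimated share on ENSRNA entries was 37.4% in the mRNA and 21.4% in the polysome libraries. The difference between the 2 kinds of library was thus smaller but remained. FPKM is per length of transcript, so the estimate counts too many fragments for genes with introns. The true shares of ENSRNA entries may therefore be higher. Reads listed under several copies could also raise the share. Entries with a twin of equal length and FPKM held 28.8% of the ENSRNA FPKM in the mRNA libraries and 19.1% in the polysome libraries. Most of the ENSRNA FPKM was therefore on entries without such a twin. The 12 highest entries held 66.4% and 69.1% of the ENSRNA FPKM in the mRNA and polysome libraries. A candidate explanation is that non-coding RNA is present in the input and is not loaded on polysomes, but differences in RNA selection between the preparations were not tested, and the pattern cannot be told apart from them. With these entries left out and each library rescaled to an equal sum of FPKM, the median translational efficiency of the same 19411 genes was 0.543 in place of 0.861. This shift joins the removal of the entries with the change of scale. A translational efficiency of 1 is therefore no fixed point in these data.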

How the results depend on the processing

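The alternatives were set before the data were examined, apart from those named below as added and the share of summits in the last 10% of the gene with its alternatives, which were chosen after seeing the data. Over 17 results 118 alternatives were run. By the measure of each result, 72 left it the same, which means within 1.5-fold for a count of genes, peaks, or clusters, and on the same side of a test or within the spread between replicates for most other values. These include the 6 for clusters, which show no stability. The other 46 changed the result, and 1 of them reversed its sign. Where no value shows a cause, the cause was not tested.

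The number of m6A-modified genes (10324 to 13586, and 10167 and 9427 under added alternatives) and the number of expressed genes (17390 to 22560) stayed within 1.5-fold under all alternatives run. The difference in median translational efficiency between BLP and LP genes was −0.503 to −0.270 with 1 replicate left out, against −0.402 with both. The number of high and low combinations among clusters was 6 with 6 clusters and 8 otherwise. It cannot exceed 8 and the m6A split is set by the level of 0 for genes without one in both replicates, so it shows no stability. The adjusted Rand index between replicates was 0.607 within genes with an m6A level in both replicates and 0.658 within the other genes. The number of high-confidence peaks did so too except without replicate 1, with 17371 to 30378 peaks when 1 replicate was left out. The share of summits in the last 10% of the gene was then 52.0 to 68.9%. The median log2 intensity was 2.74 with an overlap of at least 50% of both peaks, 2.89 with replicate 2 peaks counted, 2.84 with merged regions, 2.83 with *q* of at most 1e-05, and 2.67 to 2.68 with 1 replicate left out. The difference in log2 mRNA abundance between BLP and LP genes was −0.36 to −0.23 with 1 replicate left out.

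The replicate correlation of mRNA abundance was 0.981 with a pseudocount of 1, 0.969 as Spearman's rho, 0.965 over all genes above 0, and 0.980 over genes with FPKM of at least 10. For polysome profiling these were 0.985, 0.972, 0.977, and 0.980. For the m6A level it was 0.728 with an overlap of at least 50% and 0.664 as Spearman's rho.

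The correlation of mRNA abundance and translational efficiency stayed positive under all alternatives run. It was 0.0410 over genes with FPKM of at least 1 in all 4 libraries, 0.0642 with a mean of at least 1 over the 4 libraries, 0.120 with a mean mRNA FPKM of at least 10, 0.101 and 0.0620 as Pearson's r with pseudocounts of 0.1 and 1, 0.209 and 0.176 with abundance and efficiency from different replicates, 0.669 with polysome in place of mRNA FPKM, and 0.178 to 0.183 with 1 replicate left out. Added alternatives gave 0.260 with efficiency set to 0 where polysome FPKM was under 1, 0.105 over genes with an mRNA FPKM of 1 to 10, and 0.205 without ENSRNA entries.

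The correlation of m6A level and mRNA abundance was −0.516 with the m6A level from replicate 1 and FPKM from replicate 2, −0.532 over genes with FPKM of at least 10, and −0.597 to −0.519 with 1 replicate left out. That of m6A level and translational efficiency was −0.122, −0.0430, and −0.133 to −0.120 in the same order, and −0.117 with the mean over a gene's peaks. Added alternatives gave −0.158 with efficiency set to 0 as above and −0.00135 after a linear fit on the rank of mRNA abundance, and the sign reversed to 0.119 with gene length in the fit as well. The difference in log2 translational efficiency between m6A-modified and other genes at matched abundance was 0.32 over genes with FPKM of at least 10. Added alternatives gave 0.0563 with ENSRNA entries left out, and 0.57 with genes matched on length as well. The median log2 ratio of the hybrid m6A level to the mid-parent value was −0.00094 after centring each library on its median, where the number of entries at least 1.5-fold above and under the mid-parent value went from 24 and 181 to 73 and 55, and −0.32 to −0.31 with 1 replicate left out.

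The limma comparison called 8464 genes (4124 higher and 4340 lower in polysome RNA). It called 4216 (2978 and 1238) over genes with FPKM of at least 10. Which direction held more genes depended on the setting. Higher genes were more numerous over genes with FPKM of at least 10, over all genes above 0 (3278 and 3059), after quantile normalization (4099 and 3522), and after centring. The split moved to 5239 and 3350 after centring, where the median of the polysome libraries lay −0.23 from that of the mRNA libraries on the log2 scale. In an added alternative it was 1820 and 8471, with ENSRNA entries left out and the remaining FPKM of each library rescaled to an equal sum. With the replicate block 7886 genes were called, of which 7601 were also called without it, and the correlation of deviations of same-numbered libraries was 0.0160. With 1 library left out, 12152 to 12671 genes were at least 1.5-fold apart, against 12412 with all libraries, without a test, a count that was added.

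The share of peaks in the 3′UTR, the gene groups of Fig. 5, the share of organelle-encoded genes, and the limma comparison without organelle genes were not run with any of their alternatives, since no annotation of UTRs or gene functions was used and the values cover chromosomes 1 to 10. The depth is unknown, which limits what can be said of genes of low FPKM and of peaks found in 1 replicate.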

Differences from the paper's values

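The share of non-additive m6A-modified genes was 9.65% over the part of Supplementary Table S3 that was read, with its undefined type HM read as additive although the title of the table names non-additive genes, against the paper's 44.3% over all m6A-modified genes. The rows that were read list a summit and a level for both parents as well as the hybrid. Genes with a peak in only some of the lines may therefore be absent from them. The 2 shares are not of the same set of genes, and the part that was read cannot settle the paper's share. No alternative was set for this share. The number of m6A-modified genes and the median intensity were within 1.5-fold of the paper's values. With an overlap of at least 50% of both peaks, 14231 peaks were shared between replicates, which is the number the paper states for the hybrid, against 17022 with an overlap of at least 1 bp. Without replicate 1, the number was 30378. The number of m6A-modified genes was 11330 against the paper's 9118. The nearest value, 9427, came from a setting chosen after seeing the values, in which peaks had to overlap by at least 50%, summits had to lie inside the gene, and only expressed genes were counted. Of the alternatives set before the data were examined, none gave the paper's number, and the nearest was 10324 with *q* of at most 1e-05 in both replicates. The median log2 intensity was 2.69 against the paper's value of about 2.7 in Fig. 1H, read by eye. The paper's text does not name the scale of that figure, which was taken here as log2 fold enrichment.

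The paper proposes a negative relation between transcription and translation in the hybrid, from the classes of mRNA abundance in Fig. 4C. Across all expressed genes, Spearman's rho of mRNA abundance and translational efficiency was 0.182, and it was positive under every alternative run. The paper's classes were not analysed here. The paper proposes that a high degree of m6A attenuates translational efficiency. At matched mRNA abundance, m6A-modified genes had a log2 translational efficiency higher by 0.12 than other genes on average, and lower in 3 of 10 bins. The largest differences, 0.455 and 0.312, were in the bins of highest mRNA abundance. This compares genes with and without a peak, which is another measure than the degree of m6A. In settings chosen after seeing the values, the average difference was 0.0563 without ENSRNA entries and 0.57 with genes matched on length as well. Across m6A-modified genes the relation of m6A level and efficiency was negative, with a rho of −0.135. In settings chosen after seeing the values it was −0.00135 given mRNA abundance and 0.119 given mRNA abundance and gene length, and it was positive in 6 of 10 deciles of mRNA abundance.

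In Fig. 4A and Fig. 4B the median of BLP genes lies above that of LP genes, for mRNA abundance and for translational efficiency. Among the genes whose type was read, all on chromosome 1, BLP genes had the lower median in both measures, with a log2 mRNA abundance of 3.04 against 3.39 and a translational efficiency of 0.702 against 1.10. Neither difference passed the two-sided permutation test (*P*=0.584 and *P*=0.148). The paper compares HP and AHP genes with LP and BLP genes, and these tests do not bear on that. No HP genes were among those read. The 4 AHP genes had a lower median log2 mRNA abundance, 1.56, which is the paper's direction. In 3 AHP genes the median translational efficiency was 0.683, but in replicate 1 it was 0.927, above the 0.602 of BLP genes. These genes are too few to decide.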

Other observations

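The tests named here were chosen only after the result was seen, apart from the correlation with m6A level and FPKM from different replicates and the centring of libraries, which had been planned. All libraries are of the same hybrid, so the design gives no condition to compare and no biological explanation was tested for any pattern, apart from the heterotic types of the paper.

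The m6A level fell as mRNA abundance rose. Input coverage enters both measures, so noise shared through the input library could give such a relation. With the m6A level of replicate 1 and the FPKM of replicate 2, Spearman's rho was −0.516. Shared noise therefore does not account for the whole relation. Weak enrichment could also be missed in genes of low abundance. Among m6A-modified genes, the 90th percentile of the level was 15.9 in the lowest and 5.02 in the highest decile of abundance. Their ratio was 3.16. Missing weak peaks would raise this percentile in the lowest decile too, so it cannot decide on this explanation. Other effects of abundance on the fold enrichment, such as saturation of the immunoprecipitation, were not tested, and the pattern cannot be told apart from them.

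Translational efficiency fell as the m6A level rose, and mRNA abundance went with both. After a linear fit of both on the rank of mRNA abundance, the rank correlation was −0.00135. Within deciles of mRNA abundance it was negative in 4 and positive in 6, from −0.0376 to 0.0728. The relation may therefore be a reflection of mRNA abundance. With gene length included as well it was 0.119.

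Among genes in the highest decile of mRNA abundance, 36.4% were m6A modified, against 61.9% in the seventh decile. Without ENSRNA and microRNA entries the share in the highest decile was 40.3%. Among genes of at least 2000 bp it was 64.7%, against 79.8% in the seventh decile. Non-coding entries and short genes may each account for a part of the deficit, and neither accounts for all of it.

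At matched mRNA abundance m6A-modified genes had a higher translational efficiency than other genes. Without ENSRNA entries the log2 difference fell to 0.0563, so these entries may account for much of it. Longer genes had lower translational efficiency (Spearman's rho −0.250 across 19411 genes) and were more often m6A modified. Matched on length as well, the difference was 0.57, with m6A-modified genes lower in 0 of 49 groups. It was 0.53 in replicate 1 and 0.63 in replicate 2. If untranslated transcripts among the other genes were the cause, upper quartiles should differ less, but they differed by 0.58. A candidate explanation is that m6A-modified genes of a given length and abundance are better annotated or better translated, and these were not told apart.

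In the 796 entries of Supplementary Table S3 that were read, the hybrid m6A level was under the mid-parent value, with parental values that are the paper's. The median log2 ratio was −0.30, and 181 entries were at least 1.5-fold under and 24 at least 1.5-fold above it. After each library was centred on its median, 55 were under and 73 above. A shift of whole libraries could give the pattern, and the centring removes a true shift as well, so they cannot be told apart. In the same part of the table, 75 of 777 genes (9.65%, 95% Wilson interval 7.77 to 11.9) had the type BLP, LP, or AHP. The other type in the table, HM, is not defined in the paper's text and was read as additive, although the title of the table names non-additive genes, and the share rests on that reading. The paper's share over all m6A-modified genes is 44.3%. Of 1154 genes that Supplementary Table S2 lists in that range, 405 were not among those read. If all of these were non-additive, the share would be 41.5%. These are genes modified in the hybrid on part of chromosome 1, and the genes behind the paper's share are not the same set. The rows that were read list a summit and a level for both parents too, so genes with a peak in only some of the lines may be absent. The part that was read therefore cannot settle the share.

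The internal control gene *Zm00001d042939* differed between the mRNA replicates by 0.99 on the log2 scale. Its difference was at the 98.1 percentile of 9032 genes of like mRNA abundance, more than the usual spread at this abundance. The other control gene, *Zm00001d034600*, was at the 8.09 percentile of 9095 genes.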
